# Post-Transcriptional Control of Mating-Type Gene Expression during Gametogenesis in *Saccharomyces cerevisiae*

**DOI:** 10.3390/biom11081223

**Published:** 2021-08-17

**Authors:** Randi Yeager, G. Guy Bushkin, Emily Singer, Rui Fu, Benjamin Cooperman, Michael McMurray

**Keywords:** budding yeast, sporulation, gametogenesis, gene expression, splicing, antisense

## Abstract

Gametogenesis in diploid cells of the budding yeast *Saccharomyces cerevisiae* produces four haploid meiotic products called spores. Spores are dormant until nutrients trigger germination, when they bud asexually or mate to return to the diploid state. Each sporulating diploid produces a mix of spores of two haploid mating types, **a** and α. In asexually dividing haploids, the mating types result from distinct, mutually exclusive gene expression programs responsible for production of mating pheromones and the receptors to sense them, all of which are silent in diploids. It was assumed that spores only transcribe haploid- and mating-type-specific genes upon germination. We find that dormant spores of each mating type harbor transcripts representing all these genes, with the exception of Mat**a**1, which we found to be enriched in **a** spores. Mat**a**1 transcripts, from a rare yeast gene with two introns, were mostly unspliced. If the retained introns reflect tethering to the *MAT***a** locus, this could provide a mechanism for biased inheritance. Translation of pheromones and receptors were repressed at least until germination. We find antisense transcripts to many mating genes that may be responsible. These findings add to the growing number of examples of post-transcriptional regulation of gene expression during gametogenesis.

## 1. Introduction

The establishment of mating type in the budding yeast *Saccharomyces cerevisiae* was one of the first genetic circuits controlling cell fate to be understood in mechanistic detail. The circuitry and signal transduction pathways by which mating types manifest have been reviewed extensively [1,2,3,4] (Figure 1a). Two mating types, **a** and α, differ genetically by only a few thousand basepairs of DNA at a single locus (*MAT*), representing two alternative alleles that encode either the Mat**a**1 and Mat**a**2 or the Matα1 and Matα2 proteins. Mat**a**2 has no known function. Mat**a**1 and Matα2 are homeodomain proteins that together form a heterodimeric transcriptional repressor of a small number of genes (~20) important for mating by haploid cells of both mating types [5], including MATα1. Mat**a**1–Matα2 also represses *RME1*, which inhibits meiosis and sporulation, the partially coupled processes by which diploid cells produce (usually) four haploid spores, two **a** and two α. Matα2 binds to the constitutively expressed protein Mcm1 to form a heterotetramer that represses a smaller number of genes (seven) mostly important for mating by **a** cells [5]. Finally, Matα1 and Mcm1 form a complex that activates five genes mostly important for mating by α cells [5]. **a** cells produce and secrete a pheromone (**a**-factor) that is detected by a G-protein-coupled receptor expressed only in α cells, and α cells produce and secrete a pheromone (α-factor) that is detected by a G-protein-coupled receptor expressed only in **a** cells. Thus the few gene expression differences arising from the identity of the allele at *MAT* are sufficient to confer three distinct cell fates: mating as **a**, mating as α, or non-mating but capable of meiosis/sporulation (**a**/α).

The genetic circuitry that controls these cell fates is also nimble. Haploid cells of most natural isolates of *S. cerevisiae* are able to switch mating types. Mating-type switching is thought to have evolved to allow isolated haploid spores a relatively rapid pathway to diploidy [8]. Switching occurs by a gene conversion event following a double-strand DNA break at *MAT*, swapping with the silent mating type loci cassettes harboring the *MAT***a***1* and *MAT***a***2* or the *MATα1* and *MATα2* protein-coding genes [4]. The phenotypic switch is completed within a cell cycle after the genetic switch [9], indicating that all proteins dictating sexual identity, including the mating pheromone secreted and the receptor that senses the other pheromone (Ste3 or Ste2), are rapidly turned over and replaced by their mating-type-appropriate counterparts. Failure to turn over key proteins such as Ste2 or MATα2 upon mating-type switching leads to defects in the manifestation of the new sexual identity [10]. Mating itself represents another transition in cell type—from mating-competent to non-mating—that must be accomplished efficiently: after haploid cells fuse, the expression and/or activity of pheromones and their receptors must be quickly extinguished to prevent autocrine signaling leading to cell cycle arrest [11].

Sporulation is the other step in yeast life cycle that requires a transition between sexual identities, from non-mating (**a**/α) to mating-competent (**a** and α). Considering the importance in other transitions of preventing inappropriate expression of mating-type-determination genes, we were surprised to notice, in the data from a transcriptome-wide study of gene expression during sporulation [6], that haploid- and mating-type specific transcripts began to appear long before individual spores become isolated from each other by the de novo formation of cell membranes and walls (Figure 1b). Indeed, many such transcripts, including Ste2 and Ste3, appear even prior to meiotic recombination (Figure 1b) [6]. If these transcripts are inherited by every spore regardless of which allele at *MAT* it inherits, then an **a** spore would inherit transcripts normally appropriate for expression in an α spore, and vice versa. Here, we investigate this phenomenon by sorting spores according to their *MAT* allele and profiling their transcriptomes. We find evidence of multiple mechanisms that control sexual expression in spores.

## 2. Materials and Methods

Diploid strain FW2444 (SK1 background *P_CUP1_-IME1::kanMX/P_CUP1_-IME1::kanMX*) [12] was transformed using the Zymo Research Frozen-EZ Yeast transformation II Kit (#T2001) with *Stu*I-cut pBC58 [7] to integrate the *P_GPD1_-mCherry* cassette at *MAT***a**. The diploid strain FY2740 (*MAT***a***/MATα his3∆1/his3∆1 leu2∆0/leu2∆0 lys2∆0/lys2∆0 ura3∆0/ura3∆0 RME1(ins-308A)*/*RME1(ins-308A) TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G)* [13] was similarly transformed with uncut pNeo-MagicFluor [14], which was a gift from Leonid Kruglyak (Addgene plasmid #58564; http://n2t.net/addgene:58564, accessed on 16 August 2020; RRID:Addgene_58564). G-418 selection for this plasmid was maintained in the rich medium growth prior to transfer to sporulation medium. GBy6 is in the same background as FY2740 but homozygous for mutations in the *IME4* catalytic site (*MAT***a***/MATα his3∆1/his3∆1 leu2∆0/leu2∆0 lys2∆0/lys2∆0 ura3∆0/ura3∆0 RME1(ins-308A)/RME1(ins-308A) TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G) ime4*-(*D348A,W351A)*/*ime4*-*(D348A,W351A)*) [15]. GBy222 is *MAT***a***/MATα his3∆1/his3∆1 leu2∆0/leu2∆0 lys2∆0/lys2∆0 ura3∆0/ura3∆0 TAO3(E1493Q)/TAO3(E1493Q) MKT1(D30G)/MKT1(D30G)* [15]. GBy225 is *MAT***a***/MATα his3∆1/his3∆1 leu2∆0/leu2∆0 lys2∆0/lys2∆0 ura3∆0/ura3∆0*, with the S288C alleles at *RME1*, *TAO3*, and *MKT1* [15].

To prepare cells for RT-PCR, cells were grown in YPD supplemented with 4% glucose for 25 h at 30 °C with shaking and diluted to an OD_600_ of 0.2 in BYTA medium (1% yeast extract, 2% tryptone, 1% potassium acetate, 50 mM potassium phthalate). BYTA cultures were grown for an additional 16.5 h at 30 °C with shaking. Cells were washed once with water, re-suspended in 0.3% potassium acetate to OD_600_ of 2, and incubated at 30 °C with shaking.

To prepare spores for sorting by mating type, 25-mL cultures of FW2444 cells with integrated pBC58 were grown in liquid YPD (2% peptone, 2% glucose, 1% yeast extract) medium supplemented with (per L) 0.096 g L-tryptophan, 0.024 g uracil, and 0.012 g adenine at 30 °C in 250-mL flasks with shaking to exponential phase. Cells from these cultures were used to inoculate new 25-mL cultures of reduced-glucose YPD (1% glucose) supplemented with (per L) 0.024 g uracil and 0.012 g adenine to an OD_600_ of 0.05. These cultures were grown at 30 °C with shaking to OD_600_ of ~12, then pelleted and washed with sterile water twice, and suspended in copper-containing sporulation medium (1% potassium acetate, pH 7.0, 0.04 g/L adenine, 0.04 g/L uracil, 0.02 g/L histidine, 0.02 g/L leucine, 0.02 g/L tryptophan, and 0.02% raffinose, 50 µM copper (II) sulfate) to an OD_600_ of 2.5. Cells were incubated with shaking at 30 °C and harvested for sorting seven days after copper induction of sporulation.

For fluorescence-activated cell sorting (FACS), asci were digested enzymatically to remove the ascus wall and sorted essentially as described previously [7] using a BD FACSAria (BD Biosciences) in the Allergy and Clinical Immunology/Infectious Disease (ACI/ID) Flow Core of the University of Colorado Anschutz Medical Campus. Between 8 and 30 million cells of each color were used for RNA extraction.

### 2.1. RNA Sequencing and Data Analysis

Sorted spores were harvested by centrifugation and frozen in liquid nitrogen. Total RNA was isolated by hot acid phenol extraction, as follows. Thawed cells were resuspended in 400 µL cold TES (10 mM Tris-HCl, pH 7.5, 1 mM EDTA, 0.5% SDS). Then, 400 µL acid phenol:chloroform was added and the mixture was vortexed for 15 s in tubes pre-filled with garnet and zirconium satellites (#PFMM 500-100-25, OPS Diagnostics). The 15-s intervals of vortexing continued over the course of 30 min with 5-min intervals of incubation at 65 °C in between. After incubation on ice for 5 min, the tubes were centrifuged at 14,000 rpm for 10 min at 4 °C. The aqueous layer was transferred to a new tube and the RNA was precipitated with sodium acetate and ethanol. Then, 100 ng total RNA was used as input for library preparation with a Tecan Universal Plus mRNA-seq Library Preparation Kit with NuQuant (Cat # 0520). Sequencing was completed using an Illumina NovaSEQ 6000 Instrument using v1.5 Chemistry with S4 Flow Cell at the Genomics Core of the University of Colorado Anschutz Medical Campus. Reads were aligned by STAR v2.7.3a to a modified version of the S288c reference genome (R64-1-1) containing sequences of the mCherry and hygromycin resistance gene, and then quantified by FeatureCounts from Subread using paired setting. Downstream analysis was performed in R using edgeR [16] to normalize data to counts per million for quantification of differentially expressed genes between mating types with a generalized linear model accounting for batch effect. To prepare images of read coverage, images were exported either from a custom track on the genome browser of the University of California Santa Cruz Genomics Institute [17] or using IGV (Integrative Genomics Viewer) version 2.4.19 [18].

### 2.2. Quantitative Reverse Transcription PCR

RNA was extracted from frozen cells (equivalent to 24 mL of culture at OD_600_ = 1) by first vortexing in 600 μL AE buffer (50 mM sodium acetate, 10 mM EDTA, 1% SDS) and 600 μL acid phenol in the presence of ~100 μL acid-washed glass beads at 4 °C for 5 min. The mixture was incubated at 65 °C for 10 min. Next, cells were vortexed again, incubated at 65 °C for 10 min again, vortexed, and pelleted at 18,400× *g* for 10 min at 4 °C. The aqueous top phase was transferred to a new tube and extracted again in phenol. After another centrifugation and transfer to a new tube, RNA was extracted in 400 μL chloroform followed by ethanol precipitation. cDNA was generated with SuperScript III (Life Technologies, Carlsbad, CA, USA) using random hexamers or gene-specific primers from 1 μg of total RNA. RT-qPCR was performed using SYBR green PCR master mix (Life Technologies, Carlsbad, CA, USA) with primers TTCCATCCAAGCCGTTTTGT and CAGCGTAAATTGGAACGACGT for *ACT1* and ATGGATGATATTTGTAGTATGGCG and TTATTTAGATCTCATACGTTTATTTATGA for all forms of unspliced and spliced Mat**a**1, or GAAATCAATCTCAATACTAATAATCTTT and ACGTTTATTTATGAATCTTACTTGAAGTG for *MAT***a***1* on Applied Biosystem 7500 or QuantStudio 5 instruments.

### 2.3. Microscopy

Cells were grown to saturated in liquid YPD (2% glucose) medium overnight at 30 °C, from which 200 µL was added to 5 mL of sterile water and pelleted. The cells were resuspended in 2.5 mL 1% potassium acetate and cultured at 30 °C, rotating in glass culture tubes for 4 days. To induce germination, aliquots of the sporulation culture were pelleted and resuspended in YPD (2% glucose) for 2 or 5 h, at which point they were pelleted again and resuspended in water before spotting a 3-µL aliquot on a 1% agarose pad on a microscope slide. After the liquid was absorbed by the pad, the cells were covered with a coverslip. Imaging was performed on an EVOSfl all-in-one microscope (Thermo-Fisher, Waltham, MA, USA) with a 60× oil objective and transmitted light, GFP, or Texas Red LED cubes. Images were processed with FIJI [19].

## 3. Results

### 3.1. Only One Transcript Distinguishes the Transcriptomes of Spores of Distinct Mating Types

Several “spore-autonomous” genes, including *GPD1* and *YKL050C*, have been previously exploited to create fluorescent markers that allow fluorescence-activated cell sorting (FACS) of spores carrying a specific allele at a given locus [20,21]. To separate **a** and α spores we used the FASTER-MT system, which relies on a cassette integrated into the *MAT***a***2* gene in which the *GPD1* promoter drives spore-autonomous expression of mCherry [7] (Figure 1c). We then isolated total RNA from the spore populations and sequenced mRNA using paired-end Illumina sequencing. We repeated the sporulation and sorting steps to generate two independent biological replicates. 

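The RNA-seq data from sorted spores comprise 4 libraries, with 2 biological replicates of red (a) spores and 2 of non-red (α) spores. Red spores carry mCherry, a red fluorescent protein, together with hph, the hygromycin resistance gene of the same cassette. Each library was made from 100 ng of total RNA. The authors aligned the paired-end reads with STAR to the S288C reference genome (R64), to which they had added the mCherry and hph sequences, and quantified reads per gene with FeatureCounts. The deposited values are estimated counts that were not normalized. Between 61.7% and 69.3% of the non-zero values in each library were not whole numbers. The table lists 7132 features. Summed over all of them, a spores had 35937755 reads in replicate 1 and 27468051 in replicate 2, and α spores had 45697828 and 25493760. Reads were found for 6223 and 6144 features in a spores and for 6175 and 6056 in α spores. At these depths 3 counts, taken as the smallest detectable amount, correspond to between 0.0656 and 0.118 CPM. This floor covers counting error only, since PCR duplicates were not separated from independent molecules. The values were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, and libraries were normalized with edgeR's TMM method. Mating types were then compared in a generalized linear model with the replicate number as a block, as the paper describes for batch. Libraries were assigned to mating type by spore color, following the paper. The strain descriptions of the deposited samples instead give MATα for both red samples and for non-red replicate 2, and MATa for non-red replicate 1.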

Spores exhibit little ongoing transcription [22,23]. Hence, we interpreted the presence of transcripts in spores as those produced and stably inherited during sporulation.

The abundance of only four transcripts was different between the two mating types, according to a false-discovery statistic of 5% (Figure 2a). 

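After filtering, 6140 genes were compared between a and α spores. With the replicate number as a block, 1 transcript, hph, had a false discovery rate (FDR) under 0.05 in edgeR's likelihood ratio test with Benjamini-Hochberg adjustment, and 279 genes had an unadjusted p under 0.05. Without the replicate block the number past the FDR was also 1, with 71 genes at an unadjusted p under 0.05. Libraries with the same replicate number deviated together from the means of their mating types (r = 0.373 across 6140 genes). DESeq2 with the same block moved the result most, giving 222 genes, of which 106 were higher in a spores and 116 in α spores. When genes were retained if they reached 10 CPM in any library, a setting chosen after seeing the data, 5816 genes were tested and 5 transcripts passed, namely hph, YDR170W-A, YAR064W, mCherry and MATa1. In the main comparison these transcripts ranked 1, 5, 7, 2 and 3 by p. YDR170W-A, a Ty retrotransposon Gag gene on chromosome IV of R64 from 803195 to 804517, had 223 and 322 reads in a spores. It had 0 in both α libraries. Against the floor of 3 counts, which covers counting error only, it was at least 91.1-fold higher in replicate 1 and 98.3-fold in replicate 2. Its FDR was 0.280 in edgeR's likelihood ratio test, and 58.8% of its 50-base words occur elsewhere in the reference genome, so its reads are uncertain. The mean log2(CPM + 1) of a and α spores had a Pearson correlation of 0.956 and a Spearman correlation of 0.964 across genes, which are not independent replicates. Within replicate 1, 89.3% of genes differed by less than 2-fold between a and α spores, and within replicate 2, 85.3% did. Between the replicates of a spores this share was 71.1%, and between those of α spores it was 64.9%.

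**Figure D1:**
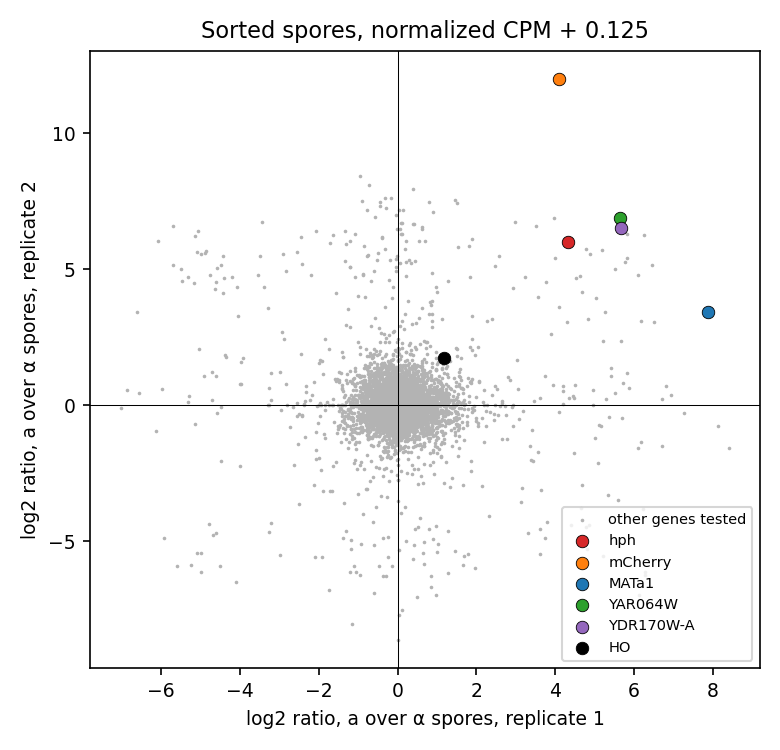
Log2 ratio of a over α spores for each of the 6140 genes tested, with replicate 1 on the horizontal axis and replicate 2 on the vertical axis, from normalized CPM with a small pseudocount. Gray points are the other genes and colored points are the transcripts named in the legend; hph lies at 4.33 in replicate 1 and 6.00 in replicate 2, and genes with a large ratio in a single replicate lie along the axes.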

Though the presence of mCherry protein was no guarantee of mRNA persistence, we found mCherry transcripts only in **a** spores, providing a positive control. 

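The mCherry sequence had 7814 reads in replicate 1 and 14452 in replicate 2 of a spores. In α spores it had 552 reads in replicate 1 and 0 in replicate 2. The normalized level in α replicate 1 was 5.76% of that in a replicate 1. In replicate 2 mCherry was at least 4410-fold higher in a spores, computed against a floor of 3 counts that covers counting error only. Across both replicates the log2 fold change was 8.65, with an FDR of 0.121 in edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. The direction was the same in both replicates, and the size of the difference depended on the α library. The log2 ratio of mean normalized CPM, taken without the replicate block, ranged from 4.87 to 11.62 when each library was left out in turn.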

We also found spore-autonomous inheritance of the transcript encoding the hygromycin resistance protein (hygromycin B phosphotransferase, or hph) that was used to select for integration of the *P_GPD1_-mCherry* cassette (Figure 2a,b). 

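Reads on hph numbered 71566 and 67902 in the 2 replicates of a spores and 4348 and 972 in those of α spores. The log2 fold change was 5.16 (FDR = 5.2e-25, edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and the ratio within each replicate was 4.33 and 6.00 on the log2 scale. With each library left out in turn, the log2 ratio of mean normalized CPM, taken without the replicate block, stayed between 4.48 and 5.87. The difference was therefore larger than the spread between replicates. The level in α spores was 4.96% of that in a spores in replicate 1 and 1.56% in replicate 2. Under the quasi-likelihood test of edgeR the FDR was 0.00518, and when the replicate block was also removed from that test it was 1.0.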

The heterologous promoter controlling expression of this gene, *TEF*, from the *Ashbya gossypii* gene encoding EF-1α, is expected to be constitutive during vegetative proliferation [24] but its activity during sporulation is unknown. If, like *YKL050C*, it is mainly active late in sporulation, after spore membranes close (Figure 1b), and if transcripts made earlier in sporulation are turned over quickly, this could explain the observed spore-autonomous inheritance. RNA isolation took place more than a week after sporulation was induced (see Section 2). 

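In normalized CPM, hph reached 1989 and 2415 in the 2 replicates of a spores, higher than 99.2% and 99.6% of the 6140 genes tested. mCherry reached 217 and 514, higher than 83.9% and 95.2% of genes. ACT1, which encodes actin (YFL039C, chromosome VI, 53260 to 54696 in R64), had 916 and 848 in the same libraries. GPD1 (YDL022W, chromosome IV, 411825 to 413000), whose promoter drives mCherry, had 274 and 690. Both mCherry and GPD1 were higher in replicate 2 than in replicate 1 of a spores.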

Robust detection of mCherry and hph thus suggests that in mature spores these transcripts are extremely stable.

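YAR064W lies on chromosome I of R64 from 220198 to 220497 and is 300 bp long. It had 263 and 417 reads in the 2 replicates of a spores, and 1 and 0 reads in those of α spores. Both α libraries are at or under the floor of 3 counts. Against this floor, which covers counting error only, a spores were at least 107-fold higher in replicate 1 and 127-fold higher in replicate 2. The FDR was 0.280 in edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. Of the 50-base words of YAR064W, 60.2% occur elsewhere in the reference genome, so its reads may be divided with other copies. The 269 features with reads in a single library had a median of 69 reads there, and 17 features had at least 50 reads in both a libraries and at most 3 in both α libraries.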

Our unbiased quantitative comparisons indicated that RNA-seq reads mapping to *YAR064W*, a fragment of a pseudogene located in a largely silent subtelomeric region, were also enriched in **a** spores (Figure 2a). However, closer inspection revealed that most reads mapped to the periphery of the *YAR064W* coding region and likely represented the ends of transcripts from adjacent, unannotated regions that themselves were not differentially represented (Figure 2b). Thus, we think there are no actual differences in expression or inheritance of *YAR064W*.

The final gene that was found in unequal abundance in spores of different mating types was Mat**a**1, which was enriched in **a** spores compared to α spores (Figure 2). 

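Reads of MATa1 are counted on YCR097W (HMRA1), the copy of the gene at the silent locus HMR, because the S288C reference carries MATα at the mating-type locus. YCR097W lies on chromosome III of R64 from 293835 to 294321, and 0% of its 50-base words occur elsewhere in the reference. It had 1054 and 2622 reads in the 2 replicates of a spores and 0 and 218 in those of α spores. The normalized CPM was 29.3 and 93.3 in a spores, and 8.46 in α replicate 2. Against the floor of 3 counts, which covers counting error only, a spores were at least 431-fold higher in replicate 1. At low expression the variance-to-mean ratio between a and α libraries was 212.7 in that replicate, so the ratio in the spores could be lower. In replicate 2 the α level was 9.08% of the a level. The log2 fold change over both replicates was 6.57 with an FDR of 0.121 (edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). It was 3.86 without the replicate block. The log2 ratio of mean normalized CPM, also without the block, ranged from 2.79 to 9.81 when each library was left out in turn.

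**Figure D2:**
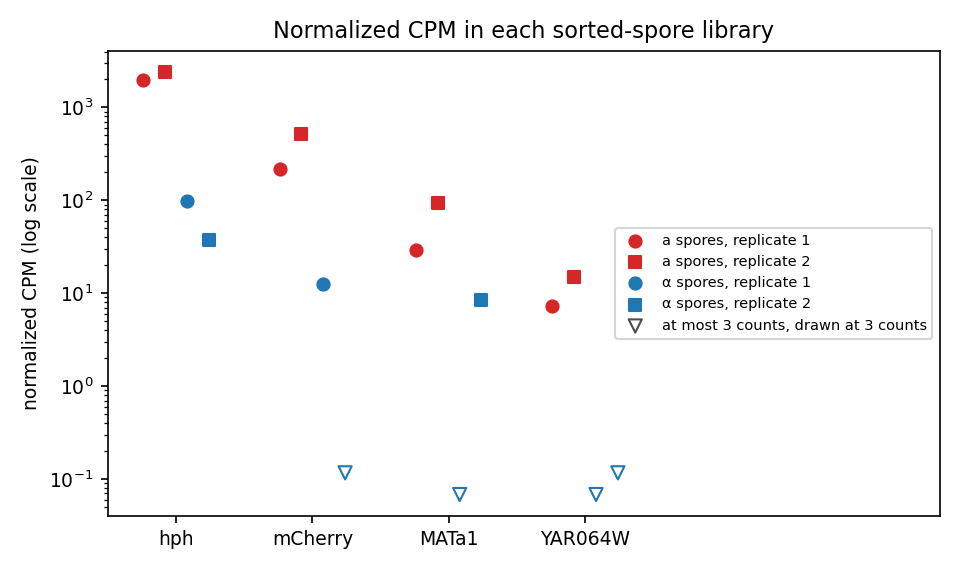
Normalized CPM (log scale) of hph, mCherry, MATa1 and YAR064W in each library. Red symbols are a spores, blue symbols are α spores, circles are replicate 1 and squares are replicate 2. Open triangles mark libraries with at most 3 counts, drawn at the level of 3 counts; every a library lies above both α libraries for each of these transcripts.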

Because the *P_GPD1_–mCherry* cassette is integrated nearby *MAT***a***1* (Figure 1c), we cannot exclude the possibility that whatever property of the *GPD1* promoter makes it spore-autonomous is conferred onto *MAT***a***1*. However, we find this explanation unlikely for two reasons. 

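In the R64 reference, which has no MATa allele at the mating-type locus, the a1 and a2 genes are annotated at HMR on chromosome III as HMRA1 (YCR097W) and HMRA2 (YCR096C). They are transcribed in opposite directions. The interval between their coding sequences runs from 293539 to 293834 and is 296 bp long.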

First, since the cassette is inserted between the first and second codons of Mat**a**2, the bidirectional *MAT***a***1/a2* promoter remains intact, and 296 basepairs separate the *P_GPD1_–mCherry* cassette from the *MAT***a***1* coding sequence. Second, the *GPD1* promoter only drives transcription of heterologous genes in one direction [25].

### 3.2. Accumulation of Unspliced Mata1 Transcripts in MATa Spores

Mat**a**1 harbors two small introns [26]. 

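In the annotation of R64, HMRA1 (YCR097W, chromosome III) has 3 exons, from 293835 to 293939, from 293994 to 294239 and from 294292 to 294321. Intron 1 lies from 293940 to 293993 and is 54 nucleotides long, with the sequence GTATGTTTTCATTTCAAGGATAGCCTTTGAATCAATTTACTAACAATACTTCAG. Intron 2 lies from 294240 to 294291 and is 52 nucleotides long, with the sequence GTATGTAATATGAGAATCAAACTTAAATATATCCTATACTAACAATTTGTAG. Both introns begin with GTATGT. The first ends with CAG and the other with TAG.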

We noticed that the Mat**a**1 transcripts in **a** spores were incompletely spliced (Figure 2b). To independently confirm intron retention in Mat**a**1 transcripts, we harvested RNA at specific time-points from synchronously sporulating diploid cells and performed RT-PCR with Mat**a**1-specific primers, or primers targeting a control transcript, Act1, which encodes yeast actin. These data also showed intron retention in Mat**a**1 transcripts, particularly at later stages of sporulation (Figure 3a), consistent with published microarray-based studies [27] (Figure 3b). The appearance of “new”, unspliced transcripts during sporulation demonstrates that *MAT***a***1* transcription is ongoing, as opposed to a burst of early transcription in sporulating cells that produces extremely stable transcripts. Late in sporulation, the induction of ribosomal protein genes, ~100 of which contain introns, overwhelms the splicing machinery, leading to a widespread defect in splicing efficiency [27]. We chose 90 intron-containing genes somewhat arbitrarily (86 that were examined in a previous study [28] plus four randomly-selected ribosomal protein genes) and looked for evidence of intron retention in our spore RNA-seq data. Notably, 49 of the 90 genes (54%) had apparent intron retention, 23 were efficiently spliced and 18 were ambiguous (Table 1; see examples in Figure 3c). It has been proposed that the very short sizes of the Mat**a**1 introns (52 and 54 nucleotides) leads to inefficient splicing even in wild-type vegetative cells [29], but there was no clear bias toward short introns among those with retained introns: the minimum intron length was 56 or 58 nucleotides in the genes with or without intron retention, and the median and mean intron lengths were greater in the genes with retained introns than in those without (99 vs. 96 and 184.8 vs. 173.1, respectively). These findings suggest that introns are retained in many transcripts produced during sporulation. 

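All 90 genes of Table 1 are listed in the deposited counts. Averaged over the 4 libraries, the 49 genes with retained introns had a median of 3851 reads, the 23 genes without obvious retention a median of 3320, and the 18 ambiguous genes a median of 2487. The mean log2(CPM + 1) was 6.59 ± 1.69 (SD, n = 49 genes) with retention and 6.34 ± 2.03 (SD, n = 23 genes) without, a difference of 0.25 (two-sided permutation test with 100000 resamples, p = 0.58). Genes are not independent replicates, and the test compares the lists. Fewer than 500 reads on average were found for 1 gene with retention (VMA9), for 3 genes without and for 2 ambiguous genes. BUD25, in the category without retention, was listed at 0 in every library. The lists did not differ in expression under any of the 3 alternatives tried, with differences between 0.25 and 0.35. BUD25 entered all of these comparisons at 0, which lowers the mean of the genes without retention. VMA9 averaged 2.0 reads, which lowers the mean of the genes with retention. The size of the differences therefore depends in part on both genes. These counts are totals per gene, and reads within introns were not counted separately here.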

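In the annotation of R64, the 49 genes with retained introns have 53 introns, and 22 of the 23 genes without retention have 22 introns. COX4 has no intron in this annotation. The shortest intron is 56 nucleotides with retention and 58 without. The median is 99 nucleotides in both groups (two-sided permutation test of the difference in medians with 100000 resamples, p = 0.95). The mean is 184.8 ± 189.9 nucleotides (SD, n = 53 introns) with retention and 169.5 ± 166.4 (SD, n = 22 introns) without. When only the longest intron of each gene was used, the medians were 111 and 99 nucleotides (permutation test, p = 0.67). Among the ambiguous genes, 16 have an annotated intron, with a median of 96 nucleotides.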

For Mat**a**1, the incomplete splicing was also associated with mating-type-specific RNA inheritance. Since we sorted spores solely on the basis of genotype at *MAT*, and our strain was homozygous at all other loci, our experiments do not address whether for other genes intron retention might correlate with biased segregation/inheritance during sporulation.

### 3.3. Antisense Transcripts Corresponding to “Mating-Type-Specific” Genes Are Pervasive in Spores

Our results demonstrate that the vast majority of genes present in a mating-type-specific manner in vegetative haploid cells are not mating-type-specific in spores, consistent with their accumulation early in sporulation before the cytoplasm is partitioned into the individual spores, and slow or no turnover thereafter. 

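The text and figures name 17 mating-type genes in the sorted spores, and all of them had reads in every library, from 44 (MATα1 in a replicate 2) to 177029 (DDR2 in a replicate 2). None had an FDR under 0.05 over the 6140 genes tested, and 2 had an unadjusted p under 0.05. With DESeq2 and the same replicate block, these 2 genes passed over all genes, HO with an FDR of 1.6e-04 and MFA2 with an FDR of 0.0459. Adjusted over the 17 genes alone, 1 gene passed. Of the 17 genes, 11 were higher in a spores and 6 in α spores, with log2 fold changes from -1.91 to 2.01. The direction was the same in both replicates for 11 genes, of which 7 were higher in a spores. HO (YDL227C, chromosome IV, 46271 to 48031 in R64) had 3282 and 2785 reads in a spores and 1765 and 770 in α spores, a log2 fold change of 1.46. Its p in edgeR's likelihood ratio test was 7.49e-04, or 0.0127 adjusted over the 17 genes. Adjusted over the same list, it was 0.0817 in edgeR's quasi-likelihood test and 0.139 in the likelihood ratio test without the replicate block. MFA2 (YNL145W, chromosome XIV, 352414 to 352530) had 1732 and 1366 reads in a spores and 1148 and 142 in α spores, a log2 fold change of 2.01 (unadjusted p = 0.0104, edgeR). Its log2 ratio was 0.88 in replicate 1 and 3.11 in replicate 2. With each library left out in turn, the log2 ratio of mean normalized CPM of MFA2, taken without the replicate block, ranged from 0.89 to 3.13. Without the replicate block its unadjusted p was 0.076 in edgeR's likelihood ratio test. STE2 (YFL026W, chromosome VI, 82580 to 83875), the α-factor receptor gene, had 1590 and 1306 reads in a spores and 1887 and 565 in α spores, a log2 fold change of 0.56 that was not larger than the spread between replicates (0.73, SD of the 2 log2 ratios). MATα1 (YCR040W, chromosome III, 200442 to 200969) had 91 and 44 reads in a spores and 482 and 132 in α spores. Its log2 fold change was -1.91 (unadjusted p = 0.286, edgeR), larger than the spread between replicates (0.30, SD of the 2 log2 ratios). The unadjusted p of MATα1 depended on the setting. It was 0.0124 in edgeR's likelihood ratio test with at least 10 counts in every library, 0.0861 in DESeq2 and 0.462 in edgeR's quasi-likelihood test. Its sequence is identical to that of HMLALPHA1, so its counts are uncertain. The 17 genes include the 10 for which the paper reports antisense transcripts. How strand was treated in the counts is not stated, so reads on these 10 genes may include the other strand. The paper concludes that most genes with mating-type-specific expression in vegetative haploid cells are not mating-type-specific in spores. It relates this to transcripts that accumulate early in sporulation, before the cytoplasm is partitioned, and are then turned over slowly or not at all.

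**Figure D3:**
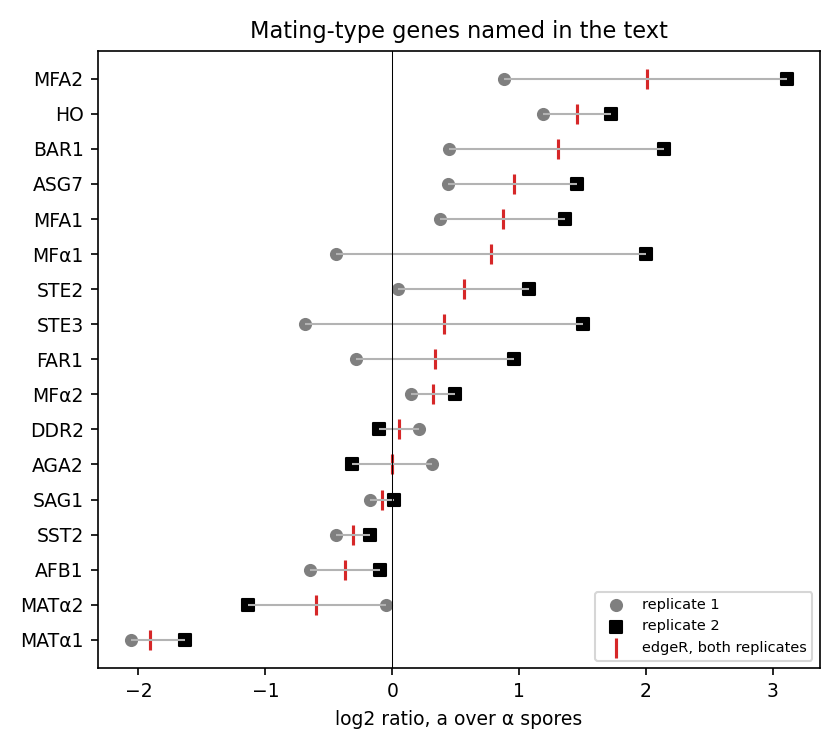
Log2 ratio of a over α spores for the 17 mating-type genes named in the text, in replicate 1 (gray circles) and replicate 2 (black squares), from normalized CPM with a small pseudocount. Red bars are the log2 fold changes from edgeR over both replicates, which run from -1.91 for MATα1 to 2.01 for MFA2; gray lines join the replicates.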

The same study reporting transcript levels during a time-course of sporulation also analyzed translation via ribosome profiling/Ribo-seq [6]. The numbers of ribosome-protected reads relative to the number of total reads were used to estimate translational efficiency. Ste3 had the 18th-lowest translational efficiency in unsorted spores [6]. Antisense transcripts corresponding to genes under mating-type control are known to affect both the ability to enter sporulation [30] and its progression [31]. We thus wondered whether antisense transcripts capable of regulating the translation of Ste3 might be made during sporulation. A large region of *STE3* overlaps with *YKL177W*, a dubious ORF with no known function transcribed in the opposite direction (Figure 4a). We noticed from published microarray studies that in vegetative cells differing only by mating type Ykl177w transcript levels correlate inversely with Ste3 levels (Figure 4b) [32]. By contrast, in spores of each mating type we found reads representing both Ykl177w and Ste3 transcripts (Figure 4a). 

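STE3 (YKL178C) lies on the minus strand of chromosome XI from 113215 to 114627 in R64. It had 1291 and 842 reads in the 2 replicates of a spores and 2545 and 270 in those of α spores. The log2 ratio of a over α spores was -0.68 in replicate 1, and in replicate 2 the normalized CPM was 29.9 in a spores against 10.5 in α spores. The log2 fold change over both was 0.41 (unadjusted p = 0.58 in edgeR's likelihood ratio test). Without the replicate block it changed sign, to -0.05. The difference between mating types was smaller than the spread between replicates (1.55, SD of the 2 log2 ratios). YKL177W is listed at 0 in all 4 libraries of the deposited counts. Among 95 annotated genes with at least 95% of their length inside another gene, 78.9% are likewise listed at 0 in every library, against 1.1% of the 5993 other genes. YKL177W is not in the annotation used for this share, so whether its reads were left uncounted for the same reason was not tested. Its listing at 0 is therefore not read here as absence of the transcript. The counts of STE3 may likewise leave out reads over the overlap, or include reads from the other strand, which was not tested.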

We did not detect the putative antisense transcript MUT940 [31], which is complementary to the *STE3* 3′UTR (Figure 4a).

Examination of the published RNA-seq time-course of sporulation revealed that Ykl177w accumulates with kinetics similar to that of Ste3 (Figure 4c). The slightly earlier apparent induction of *YKL177W* compared to *STE3* likely avoids extensive RNA polymerase collisions that might result from simultaneous transcription. If these transcripts anneal to each other, the resulting dsRNA may inhibit Ste3 translation (see Section 4).

Our findings with *STE3* inspired us to look for antisense transcripts to other “mating-type-specific” genes. We examined 27 such genes as identified previously [5] and found evidence of antisense transcripts for 10 of them, *AFB1*, *AGA2*, *ASG7*, *BAR1*, *DDR2*, *FAR1*, *HO*, *MFA2*, *MFα2*, and *SAG1* (Figure 5 and Supplementary Figure S1). With the exception of *DDR2*, we also found antisense transcripts for each of these 10 genes in published spore RNA-seq data [6]. We arbitrarily selected 10 control genes by adding or subtracting 100 from the systematic locus identifier for each of the 10 “antisense” genes. For example, for *HO* (=*YDL227C*), the corresponding control was *PCL2* (=*YDL127W*). 

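The 10 genes for which the paper reports antisense transcripts and the 10 control genes were compared for depth in the deposited counts, which are totals per gene. Averaged over the 4 libraries, the antisense genes had a median of 1164 reads, from 687.5 for ASG7 to 155636 for DDR2. The control genes had a median of 4053, from 854.5 for PCL2 to 32952 for SOD1. In any single library the lowest count was 142 among the antisense genes and 237 among the control genes. No gene of either group had an FDR under 0.05 between a and α spores. At an unadjusted p under 0.05 in that test there were 2 antisense genes and 0 control genes. With DESeq2 and the same replicate block, HO (FDR = 1.6e-04) and MFA2 (FDR = 0.0459) passed among the antisense genes, and no control gene did.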

For none of the control genes (*FRE7*, *IKS1*, *LAP2*, *NUP159*, *PCL2*, *RPS26A*, *RRN5*, *SNT2*, *SOD1*, *YJL070C*) did we find any evidence of antisense transcripts in spores (Supplementary Figure S1 and data not shown). These findings implicate the production of antisense transcripts during sporulation in the regulation of expression of “mating-type-specific” genes inherited by spores.

### 3.4. Translational Repression in Spores Mediated by the Promoters of Mating-Type-Specific Genes

The promoters of mating-type-specific genes also appear to be sufficient to confer translational repression in spores. In vegetative haploid cells carrying a plasmid with mCherry under control of the *STE3* promoter and GFP under control of the *STE2* promoter, the GFP is expressed only in **a** cells and mCherry only in α vegetative cells, as expected, but mature spores express neither reporter [14]. In spores fluorescence is observed only upon germination [14], a result we recapitulated (Figure 4d). Hence, unless in the plasmid context these promoters behave differently than the endogenous ones, the *STE2* and *STE3* promoters are each sufficient to repress translation of the transcripts they produce. Similarly, MFα1, encoding α-factor, was equally abundant in both spore populations (Figure 2a), yet in a published study a reporter in which GFP replaces the MFα1 ORF, GFP was detected only following germination and only in ~50% of spores (presumably *MATα*) [33]. 

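MFα1 (YPL187W) lies on chromosome XVI from 193648 to 194145 in R64. It had 1069 and 2252 reads in the 2 replicates of a spores, and 1780 and 514 in those of α spores. The log2 ratio of a over α spores was -0.44 in replicate 1 and 2.00 in replicate 2. Over both replicates the log2 fold change was 0.78, smaller than the spread of 1.72 between the replicates (SD of the 2 log2 ratios), with an unadjusted p of 0.269 in edgeR's likelihood ratio test.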

Another way to estimate translational efficiency is to plot RNA reads against ribosome footprint reads. We plotted these published data for the mature spore samples obtained by the traditional synchronization sporulation method and noticed that *MFα*1 and three other mating-type-specific genes, *BAR1*, *SST2*, and *STE2*, were among the transcripts with the lowest number of ribosome-protected reads in the published data [6] (Figure S2). In summary, despite being inherited similarly by spores of each mating type, transcripts that are “mating-type-specific” in vegetative cells are particularly translationally repressed in spores. For those that have been tested directly (*STE2*, *STE3*, and *MFα1*), each displayed mating-type-specific expression only in germinating spores, and the promoters of these genes were sufficient to confer this regulation. While the underlying mechanisms in this context remain to be determined, the control of translation by yeast promoters is known to occur in other contexts [34].

## 4. Discussion

When it comes to meiosis/sporulation in *S. cerevisiae*, post-transcriptional control of gene expression appears to be the rule rather than the exception. There are numerous examples of genes that are transcribed early in the process but the protein products only appear later. Multiple mechanisms are at play and any could affect mating-type transcripts. While most examples of regulation by antisense transcripts in *S. cerevisiae* involve the inhibition of transcription in *cis*, in the case of “messenger-interacting mRNAs” (mimRNAs) produced by convergently transcribed genes, ribosomes stall at the site of overlap [35]. We detected complementary RNAs in the same cells which, if they form dsRNA, could interfere with translation. The only gene identified in both screens [36,37] for mutants specifically defective in germination, *TRF4/PAP2*, encodes a subunit of the TRAMP (Trf4/5-Air1/2-Mtr4-Polyadenylation) complex involved in degrading “aberrant” nuclear RNAs [38,39,40]. We speculate that upon germination the TRAMP complex targets incompletely processed nuclear transcripts, potentially including dsRNAs resulting from antisense–sense annealing, and that mating-type-specific genes are enriched among this class of transcripts in spores. TRAMP eliminates “aberrant” nuclear transcripts by polyadenylating them in a way that targets them for degradation by the exosome [39]. Interestingly, in the fission yeast *Schizosaccharomyces pombe*, genes that function in meiosis are transcribed in vegetative cells but the nascent transcripts are bound by the Mmi1 protein in a sequence-dependent manner, which inhibits their splicing and promotes hyperadenylation and consequent destruction by the exosome [41,42,43]. There is no clear Mmi1 counterpart in *S. cerevisiae*.

This model is consistent with the fact that spore germination is known to drive rapid and extensive decay of mRNAs that are otherwise stable for months [22], though decay could also follow a burst of translation. Microarray experiments showed that the relative abundance of mating transcripts increases starting about an hour after germination and peaking after about two hours, even in isolated spores not exposed to pheromone [23]. Thus the germination-specific expression of reporter genes under the control of *STE2*, *STE3*, or the *MFα1* promoter may reflect translation of transcripts made following germination. Interestingly, mating transcripts also accumulate in spores exposed only to glucose, but such spores are unable to mate, pointing to persistent translational inhibition only relieved by some additional process requiring other signals (e.g., a nitrogen source) to induce the full germination program [23]. One caveat to those experiments is that relative increases in the abundance of specific transcripts during germination could represent either new transcription or persistence of those transcripts and decay of most others.

In addition to the appearance of antisense transcripts and differential splicing, during sporulation there are widespread changes in usage of alternative transcription and translation start sites (Kim Guisbert et al. 2012; Cheng et al. 2018; Eisenberg et al. 2020). Our current data do not address these mechanisms for mating-type-specific genes in spores. Modification of *S. cerevisiae* RNAs by N^6^-methyladenosine (m^6^A) occurs only during sporulation, via the methyltransferase Ime4 [44,45]. >1100 transcripts, including Ste3 and Ste6, are m^6^A-modified but functional roles are mostly unknown [45]. Ime4 is nuclear, and m^6^A modification of nascent transcripts could inhibit RNA processing and nuclear export, or could alter mRNA half-life. Mat**a**1 does not appear to be m^6^A modified [15]. Thus, we think it is unlikely that m^6^A directly affects Mat**a**1 splicing or stability.

RNA-binding proteins bind and control the translational timing of various mRNAs that are transcribed early during sporulation but are not translated until later [46,47,48]. Whether mating-type transcripts are bound in messenger ribonucleoprotein (mRNP) complexes during sporulation and in mature spores is unknown. However, a recent study showed that in vegetative cells many mating-type RNAs, including Ste3 and the pheromone-encoding transcripts MFα1 and MFα2, are bound together in mRNPs that the authors called “transperons” [49]. Transcripts in transperons co-localize both before and after nuclear export and were presumed to have similar translational fates [49]. The *STE2* and *AGA2* loci come in close proximity in vegetative cells, suggesting that transperon assembly is co-transcriptional [49]. A *cis*-acting 47-nucleotide sequence found in *STE2* and four other mating genes is important for transperon assembly [49]. The fact that these sequences, like the antisense Ste3 transcripts we found in spores, are in coding regions suggests that neither transperon- or antisense-mediated repression is sufficient to explain the promoter-driven translational repression we observed for *STE2* and *STE3* using the reporter plasmid (Figure 4d).

We were surprised to find that the transcriptomes of spores of both mating types were so similar. At first glance, the presence of normally **a**-specific transcripts in an α spore would seem to risk sexual confusion upon germination. Indeed, ectopically expressed Ste3 in **a** cells does bind the **a**-factor produced by the same cells, but this autocrine signal does not trigger the downstream responses that normally accompany pheromone sensing. Instead, the activity of the G protein β subunit, Ste4, is inhibited in a process termed receptor inhibition, blocking downstream signaling and thus inhibiting the ability of α-factor-bound Ste2 to initiate the mating response [11,50,51,52]. When spores germinate they frequently avail themselves of a nearby mating partner and mate immediately following a short period of outgrowth of new cell wall [33,53]. In this context, receptor inhibition resulting from the presence of both pheromones and both receptors would disfavor mating and promote budding. In fact, in some *S. cerevisiae* strains, this is precisely what is observed: spores forego sex and bud instead [33]. For strains in which spores were more likely to mate, α-factor production was generally higher and, for some, the MFα1 gene encoded more copies of the pheromone-peptide-encoding sequences [33]. Some degree of receptor inhibition due to translation of “residual” inappropriate transcripts like Ste3 could contribute to this state of limiting pheromone. Interestingly, the transcript with the lowest composite translational efficiency in spores is Dig2 [6]. Dig2 protein binds Ste12, a key activator of mating genes in both mating types, and both inhibits it and protects it from degradation. The resulting pool of inactive Ste12 becomes active when pheromone triggers Dig2 phosphorylation and release from Ste12 [54,55,56,57,58,59]. The extent to which translational repression of inherited Dig2 transcripts is reversed upon spore germination could also influence the bud-vs-mate decision. Overall, then, the simplest model for the fate of inherited transcripts representing a mix of both mating types is that they are mostly translationally repressed and have minor, if any, phenotypic consequences.

Though we cannot rule out an unknown function in spores, Mat**a**1 protein has no known function in vegetative **a** cells. If Mat**a**1 protein is present in cells that also express MATα2, the Mat**a**1–Matα2 heterodimer, which is rather long-lived [60], might repress transcription of important mating genes. Hence from the perspective of spore mating the most important fate of Mat**a**1 is its absence in MATα cells. The accumulation of unspliced Mat**a**1 late in sporulation offers two possible mechanisms of biased inheritance. Slow Mat**a**1 splicing means that fully spliced Mat**a**1 was probably transcribed early. In vegetative cells unspliced Mat**a**1 transcript escapes cytoplasmic nonsense-mediated decay and is instead destroyed by nuclear RNA decay pathways, which has been proposed to reflect nuclear retention of the unspliced transcript [29]. The decrease in fully spliced Mat**a**1 late thus may indicate RNA decay from which unspliced or newly-made Mat**a**1 is protected. Decay of spliced Mat**a**1 past the point of meiotic anaphase II and spore isolation would enforce spore autonomy of Mat**a**1 inheritance. A second, non-exclusive mechanism relates to the fact that in RNA processing mutants some nascent transcripts remain associated with the locus of origin [61]. Thus, Mat**a**1 transcripts could be physically linked to the *MAT***a***1* gene and segregate with it during meiotic chromosome segregation.

Indeed, in mammalian cells, there are multiple examples of programmed intron retention as an apparent cellular strategy to sequester transcripts in the nucleus and even on chromatin, preventing the synthesis of proteins in inappropriate developmental contexts [62,63]. In meiotic spermatocytes, intron retention—resulting from high transcription rates outpacing splicing capacity—leads to long-lived transcripts encoding proteins with key functions in gametes [62]. While parallels with our observations are striking, a crucial distinction is that, rather than males producing sperm and females producing eggs, in *S. cerevisiae* a single cell type (**a**/α) produces gametes of two distinct mating types, necessitating an additional layer of regulation. Dissecting in further detail the genetic circuitry underlying this example of cellular differentiation will be fertile ground for future research.

## Figures and Tables

**Figure 1:**
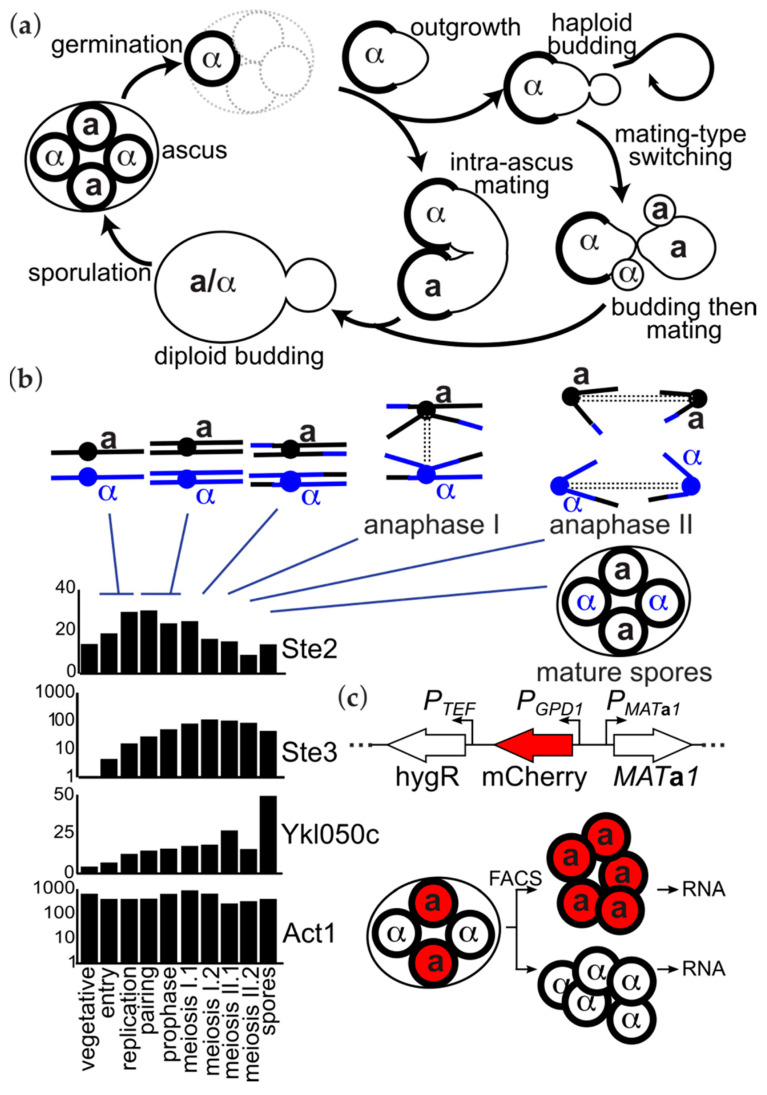
Early accumulation of mating-type-specific transcripts during *S. cerevisiae* and an approach to determine their inheritance in spores separated by mating type. (**a**) A simplified illustration of the life cycle of *S. cerevisiae*. Diploid cells undergo meiosis and sporulation, typically producing four haploid spores within each sporulating cell. Each spore is encased in a specialized wall (thicker lines) that confers resistance to a variety of environmental stressors. The two mating types, **a** and α, reflect alternative alleles at a single locus. Meiosis usually produces two pairs of spores of opposite mating types, which remain largely dormant until they germinate. After germination, spores can either bud or mate, often with another spore from the same ascus. Haploid budding can proceed indefinitely, or mating can occur at any point, given an appropriate partner. A haploid spore from most natural isolates is able to switch mating types and, via subsequent mating with one of its offspring, return to the diploid state. (**b**) Bar graphs show published data [6] with levels of the indicated transcripts as assessed by RNA-seq from cells taken at various time-points from synchronously-sporulating cultures. Major cellular events at each time-point are listed below and illustrated above, for a single representative chromosome (Chr. III) that also harbors the mating-type locus near its centromere. Data represent composite values from two methods of synchronized sporulation. Note that some *y* axes are in log scale. The spore-autonomous gene *YKL050C* is shown as an example of the expression pattern expected for transcripts inherited only by the spores that inherit the encoding allele. (**c**) Illustration of the FASTER-MT method [7] for isolating **a** and α spores via fluorescence-activated cell sorting (FACS). The spore-autonomous *GPD1* promoter drives expression of mCherry and is inserted at the mating-type locus with the **a** allele, encoding Mat**a**1. “hygR”, the hygromycin-resistance gene *hph* under control of the heterologous *TEF* promoter. Illustration is not to scale.

**Figure 2:**
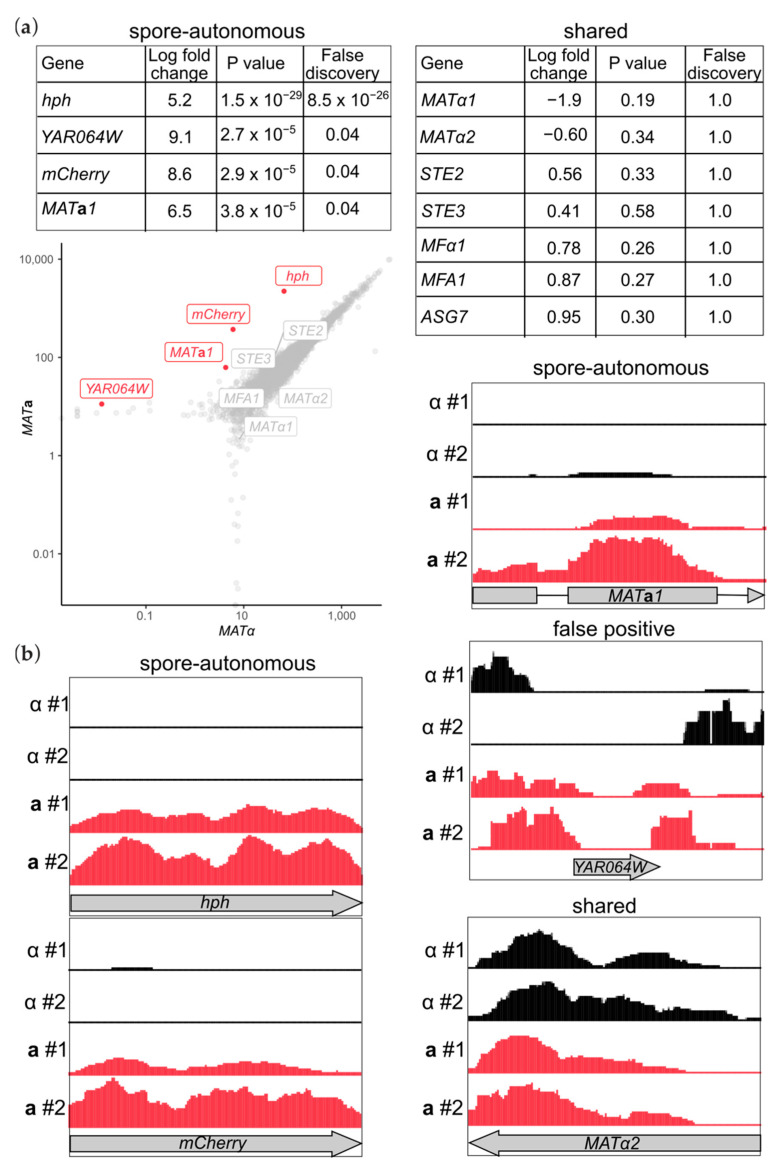
Inheritance of most “mating-type-specific” transcripts is independent of spore mating type. (**a**) RNA-seq data were analyzed by edgeR to identify transcripts for which abundance differed significantly between spores of each mating type. Values for ten transcripts of interest are shown in the tables. All but the four in the “spore-autonomous” table were shared approximately equally, according to a false-discovery statistic of <0.05. The correlation plot below highlights those four in red. (**b**) RNA-seq reads mapped onto the genome for the two biological replicates of the red (“**a**”) and not red (“α”) sorted spores. Shown are the four transcripts considered “spore-autonomous” in (**a**) and Matα2 as an example of a “shared” transcript. Gene structures are illustrated below. For each transcript, the scale of the *y* axis is the same between all four samples.

**Figure 3:**
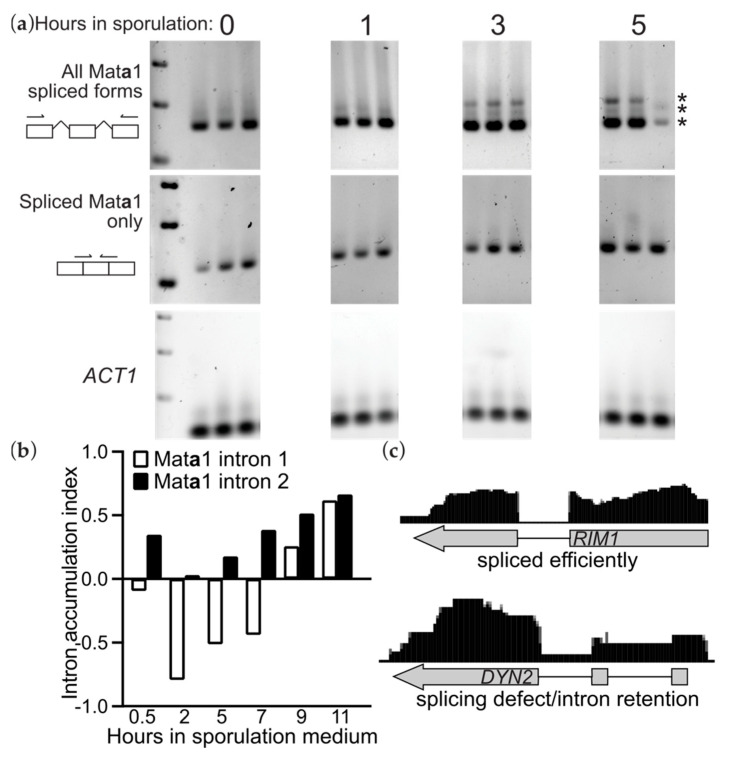
Intron retention in Mat**a**1 transcripts reflects a widespread splicing defect. (**a**) RT-PCR was used to detect Mat**a**1 transcripts in total RNA isolated from cells of strain FY2740 undergoing synchronous sporulation. Three biological replicates were analyzed for each sample. The left-most lane is a molecular weight marker (SM0311, Thermo-Fisher, Waltham, MA, USA) showing bands of 750, 500, and 250 basepairs. Illustrations to the left show where the Mat**a**1 primers anneal and how they allow detection of all spliced forms or fully-spliced Mat**a**1. Asterisks at right mark the three spliced forms. (**b**) Published microarray data [27] showing Mat**a**1 intron retention in cells undergoing synchronous sporulation. (**c**) From our RNA-seq data, examples of a transcript that was spliced efficiently in spores—as indicated by a lack of reads mapping to the intronic sequence—and a transcript that showed, like Mat**a**1, intron retention. See Table 1 for a list of other transcripts and their intron retention in spores.

**Figure 4:**
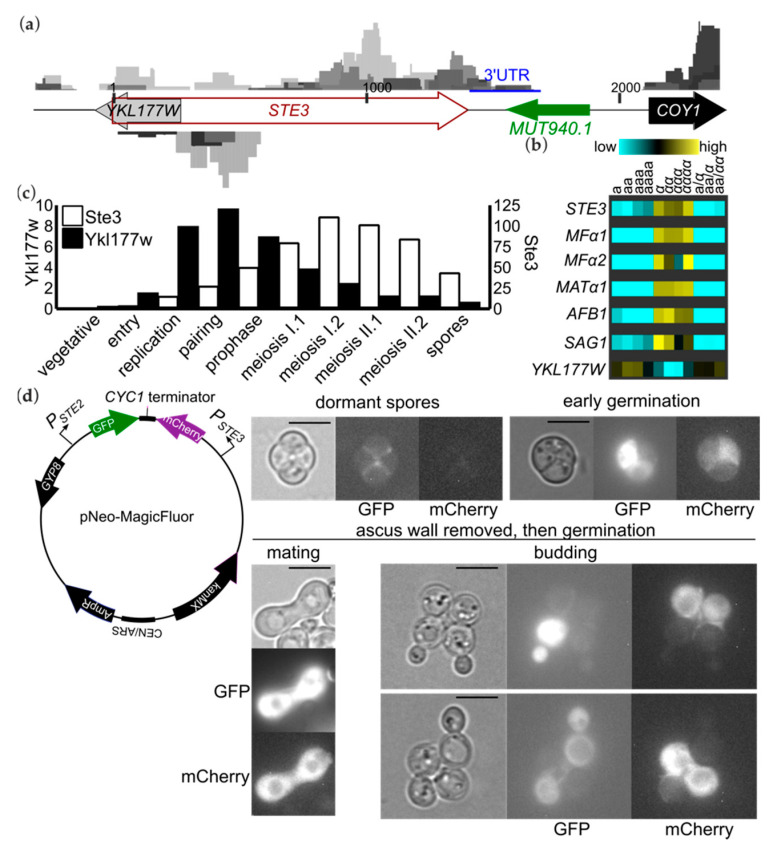
Ste3 and an antisense transcript, Ykl177w, co-exist in spores but the *STE2* and *STE3* promoters are sufficient for translational repression. (**a**) The structure of the *STE3* gene region is illustrated with ORFs drawn as large arrows. Numbers indicate basepairs, starting at the Ste3 start codon. RNA-seq reads from our four samples (two replicates each of **a** and α spores) were mapped to each strand and are shown as grayscale peaks, color-coded by sample. Those mapping to the strand representing Ste3 transcript are shown above, and those mapping to the other strand—presumably corresponding to Ykl177w—are shown below. The scales for plotting the peak heights are the same for all samples and both strands. *MUT940.1* indicates a non-coding RNA found in sporulating cells in another study [31] that partially overlaps the *STE3* 3′UTR. (**b**) Heatmap showing mating-type-dependent changes in gene expression based on microarray published data [32]. Source strains varied by mating type and ploidy, as indicated (e.g., “**aaaa**” is a tetraploid with the **a** allele at all four copies of *MAT*). (**c**) As in Figure 1a, RNA-seq data from [6] for Ste3 and Ykl177w. (**d**) The pNeo-MagicFluor plasmid carries the promoter sequences from *STE2* and *STE3* driving expression of GFP and mCherry, respectively. As a low-copy centromeric plasmid, it segregates randomly during sporulation and not all spores inherit it. Micrographs show transmitted light or GFP or mCherry fluorescence in mature asci in sporulation medium (“dormant spores”), following 2 h of exposure to rich medium (“early germination”), or following enzymatic removal of the ascus wall and 5 h of exposure to rich medium (“ascus wall removed, then germination”). Representative micrographs show spores undergoing mating or budding, as indicated. The pictured zygote was presumably formed from two spores from different asci. The budding spores are still attached to their meiotic sister spores by interspore bridges. Scale bars, 6 µm.

**Figure 5:**
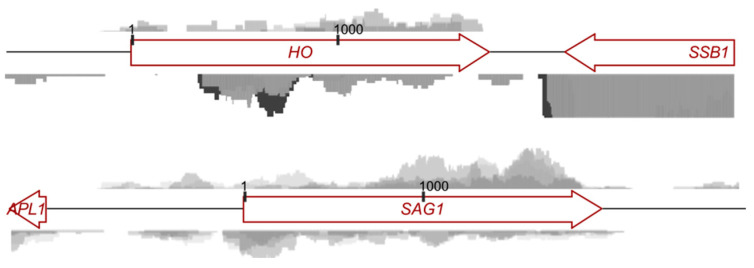
Antisense transcripts corresponding to *HO* or *SAG1* co-exist in spores. As in Figure 4a, RNA-seq reads from sorted spores were mapped to regions of the genome surrounding the *HO* or *SAG1* gene. Note that for the *HO* gene the scale was set the same for the sense and antisense reads mapping to *HO*, but at this scale most reads from the adjacent, highly-expressed *SSB1* gene exceed this scale.

**Table 1:** Intron retention in spore transcripts. RNA-seq reads from sorted spores were analyzed for 90 intron-containing genes to classify them as to the efficiency of their splicing in spores. The number of genes in each splicing efficiency category is given in parenthesis.

Genes with Retained Introns (49)	Genes with No Obvious Intron Retention ^1^ (23)	Ambiguous Genes (18)
*AMA1, APE2, ARP2, COF1, COX5B, DBP2, DCN1, DYN2, ECM33, ERV1, GCR1, GPI15, HNT1, HNT2, HOP2, LSM2, MCM21, MND1, MOB1, MRK1, MRPL44, MUD1, NSP1, PCH2, PFY1, PMI40, POP8, QCR10, QCR9, REC107, RPL17A, RPL22B, RPS17A, RPS18B, RUB1, SCS22, SMD2, STO1, TAD3, UBC13, UBC5, UBC9, VMA10, VMA9, YML6, YOP1, YRA1, YSC84, YSF3*	*ACT1*, *BIG1, BUD25*, *COX4*^2^*DMC1*, *GIM5*, *GLC7*, *LSB3*, *LSM7*, *MMS2*, *MOB2, MPT5*, *PHO85, PRE3*, *RAD14*, *RFA2*, *RIM1, SAE3*, *SRC1, TAN1*, *TUB1*, *UBC4*, *UBC8* ^1^	*ARP9*, *CIN2*, *CPT1*, *EPT1*, *HFM1*, *IMD4*, *MEI4*, *MTR2*^2^, *NMD2, REC102*, *REC114*, *SPO1*, *SPO22*, *SPT14*, *TUB3, UBC12*, *VPS75*, *YBR220C*

^1^ Includes genes with poor coverage where intron retention would likely go unnoticed. ^2^ Introns are outside the coding sequence.

## Data Availability

Most data are contained within the article or Supplementary Material. The RNA-seq data obtained in this study are openly available in the GEO database (accession number GSE180221). RNA-seq and Ribo-seq publicly available dataset GEO GSE34082 was also analyzed in this study. Microarray data from Supplementary Data of two published studies were taken either from the study directly [27] or accessed and plotted via the SPELL search engine (version 2.0.3r71) [32,64] running on the Saccharomyces Genome Database (http://yeastgenome.org, accessed on 16 August 2020).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biom11081223/s1. Figure S1: Spores harbor antisense transcripts to many “mating-type-specific” genes, Figure S2: Limited translation in spores of mating-type-specific transcripts, Figure S3: m^6^A methylation promotes Mata1 induction during sporulation. Table S1: Differentially abundant transcripts in spores sorted by mating type, according to edgeR analysis.

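Table S1 gives, for each gene, edgeR's log2 fold change of a over α spores, its likelihood ratio statistic, p and FDR, and on a further sheet counts per sample. The edgeR sheet was compared with the deposited counts for the 1999 genes that could be read. With unrounded values, TMM normalization, the replicate number as a block and the genes that reached 10 CPM in any library, a setting chosen after seeing these values, 5816 genes were tested. The log2 fold changes then differed from those of the table by at most 2.5e-05 and the likelihood ratio statistics by at most 0.00026. The table lists 5 transcripts with an FDR under 0.05 among the readable genes. The paper's values are 5.16 for hph, 11.09 for YDR170W-A, 9.14 for YAR064W, 8.60 for mCherry and 6.54 for MATa1. The counts sheet holds whole numbers from another count of the same libraries, and the deposited counts of the same genes sum to at most 1.92 times as many reads.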

How the deposited data were processed for this re-analysis (not part of the article)

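Spores of a Saccharomyces cerevisiae diploid with the FASTER-MT cassette at MATa were sorted into red (a) and non-red (α) spores in 2 independent experiments, and RNA from each sort was sequenced, giving 4 libraries. The authors aligned paired-end reads with STAR to the R64 reference with mCherry and hph added and counted reads per gene with FeatureCounts in its paired setting. The deposited values are estimated counts per gene, not normalized, most of which are fractional. The paper's text does not name how strand, overlapping genes and multi-mapping reads were treated, or whether PCR duplicates were removed. The design had assumed whole counts, and the estimated counts were therefore rounded to whole numbers for count models. Column totals were 35937755 and 27468051 reads in a spores and 45697828 and 25493760 in α spores, and a floor of 3 counts was used for detection.

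Libraries were assigned to a or α by spore color, as in the paper. The pairing of libraries comes from the replicate numbers of the samples and from the paper, which states that sporulation and sorting were repeated. Differential abundance was tested in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The main comparison used filterByExpr, TMM normalization, a generalized linear model with mating type and replicate number, the likelihood ratio test and a Benjamini-Hochberg FDR of 0.05. The model, the batch term and the FDR follow the paper's methods, and the test follows the statistic listed in its Table S1. The paper names no filter and no TMM normalization, so filterByExpr and TMM were chosen here before the data were examined, and the rounding once the values were seen to be fractional. A filter of 10 CPM in any library on unrounded values, found afterwards, gives the values of Table S1 and calls 5 transcripts instead of 1. Fold changes used a prior count of 0.125, and ratios within a replicate used 0.125 CPM. The same model was used to compare replicates 1 and 2. In simulated counts for 6140 genes, 200 genes were changed, drawn from genes with a mean of at least 200 reads. The likelihood ratio test recovered 86% of 4-fold changes with 58 false calls among 230. It recovered 96% of 16-fold changes with 41 false calls among 233. Both shares of false calls are above the FDR of 0.05. Recovery was not simulated for genes with fewer reads. The quasi-likelihood test recovered 73.5% of 4-fold changes with 11 false calls.

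Genes named in the text were every gene the paper names in its sorted-spore RNA-seq, every gene with an FDR under 0.05 in the main comparison (at most 10), every gene with an FDR under 0.05 in Table S1, and the 3 genes with the smallest p in each direction between replicates. RRT15 was named after its values were seen. The alternatives set before the data were examined were the quasi-likelihood test, no replicate block, both together, DESeq2, other normalizations, other filters on low counts, other FDR thresholds, another prior count and leaving out each library. Settings with a filter of 10 CPM in any library were added after seeing the data, in a search of filters for the genes listed in Table S1, as was the use of the counts of Table S1. Coordinates, introns and sequences are from the R64 reference and its annotation, whose locus tags match 6047 of the 7132 listed features. Permutation tests were run in Python with scipy 1.17.1, and tables and figures were made with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Reads were not analysed here, so intron retention and strand at single loci were not measured.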

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

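The test on ribosomal protein genes was chosen after related values had been seen, and the tests on thinning, GC content, highly expressed genes, on-off patterns, variance and RRT15 were chosen before their results were seen, except where said otherwise.

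Replicates 1 and 2 differed far more than a and α spores, a comparison the paper does not report. With mating type in the model, 1604 of 6140 genes had an FDR under 0.05 between replicates in edgeR's likelihood ratio test with Benjamini-Hochberg adjustment, 750 higher in replicate 2 and 854 higher in replicate 1. The 3 genes with the smallest p in each direction were FMP45, RTC3 and YMR090W, higher in replicate 2 with log2 fold changes of 3.38, 4.30 and 2.76, and ASN1, ARG1 and ARO8, lower in replicate 2 with -4.88, -4.72 and -3.93. The spore-autonomous gene YKL050C was higher in replicate 2 by 2.23 on the log2 scale and GPD1 by 1.35. After all libraries were thinned to 25487370 reads, 1590 genes passed, so library size leaves the difference in place. After the 100 genes with the highest counts were left out, 1513 passed. GC content and gene length together explained 0.435% of the variance of the fold change between replicates, over the 5800 genes with an annotation. A difference in progress through sporulation was tested with ribosomal protein genes, which the paper describes as induced late. The 137 ribosomal protein genes had a median log2 fold change of -1.64, lower than all of 10000 random lists matched on expression. The test asked only whether replicate 2 was further along, which this value speaks against. A low median is what replicate 1 being further along would give. YKL050C, which the paper describes as mainly active late in sporulation, goes the other way, since it was higher in replicate 2. These genes therefore do not settle which replicate was further along, and a difference in progress is not excluded. No condition in the design separates the replicates, so the difference cannot be told apart from a batch difference between the 2 sporulation and sorting experiments, progress through sporulation included.

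YDR170W-A is listed in Table S1 with an FDR under 0.05, and the paper does not discuss it. It had 223 and 322 reads in a spores and 0 in both α libraries, at least 91.1-fold and 98.3-fold higher in a spores. A candidate explanation is that few RNA molecules were amplified into many reads, so that genes drop in and out of libraries. Of 134 features with at least 50 reads in 2 libraries and at most 3 in the other 2, the a pair held 17, or 12.7% (95% Wilson interval 8.07% to 19.4%), against 16.7% for an even share among the 6 ways to pick a pair. The α pair held 10, the crossed pairs, which mix mating types and replicates, held 26 and 10, and the pairs of the same replicate held 50 and 21. The same-replicate pairs lower the share of every other pair, so the even share is a weak reference. Among the 63 features of the other 4 pairs, a comparison chosen after the result was seen, the a pair held 27.0% (95% Wilson interval 17.6% to 39.0%), against 25% for an even share. The variance-to-mean ratio between a and α libraries rose far less than in proportion to expression, with a slope of 0.119 in replicate 1 and -0.00458 in replicate 2 on log scales. Its median was 176 and 175 reads, and over 10 bins of expression it ranged from 149.6 to 481 in replicate 1, highest in the bin of highest expression, and from 154.3 to 244.5 in replicate 2. If this ratio reflected reads per sampled molecule, the reads of YDR170W-A, and those of YAR064W, could come from a few molecules per library. Features with reads in a single library had a median of 69 reads, and 24.2% of them had fewer than 10, which a fixed number of about 175 reads per molecule would not give. The on-off pattern of these genes cannot be told apart from such dropping in and out of libraries. Whether either gene passed an FDR of 0.05 depended on the test. Neither did in the main comparison (0.280 for each, edgeR's likelihood ratio test). Both did with DESeq2 and the replicate block (2.8e-04 for YAR064W and 6.2e-04 for YDR170W-A). Both also did with the filter of 10 CPM in any library, chosen after seeing the data. A mating-type difference at either gene is therefore not established by these data.

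RRT15 (YLR162W-A, chromosome XII, 490406 to 490594 in R64) had 242633 reads in α replicate 2, 0.952% of that library, against 10633 in α replicate 1 and 8698 and 669 in a spores. The paper does not report on it. Of its 25-base words, 38.2% also occur in the ribosomal RNA genes of chromosome XII, so that ribosomal RNA reads can account for part of the sequence only, and the test leaves open whether they are the source. No biological explanation was tested.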

How the results depend on the processing

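The number of genes differing between a and α spores was 1 in 6140 and stayed at 1 under 8 of the alternatives set beforehand, which were the quasi-likelihood test, no replicate block, RLE normalization, the 3 other filters on counts and the FDR thresholds of 0.01 and 0.10. The filter of at least 10 counts in every library removes mCherry, MATa1, YAR064W and YDR170W-A, which have α libraries at or near 0, so that they could not be counted there. It was 222 with DESeq2 (106 higher in a spores, 116 in α spores), 5 with library size only (3 higher in a spores, 2 in α spores), and 0 with no replicate block and the quasi-likelihood test together, where 41 genes had an unadjusted p under 0.05. With genes that reached 10 CPM in any library, chosen after seeing the data, it was 5, also with unrounded values, 9 with library size only in addition, and 3 with stepwise dispersion estimates. The cause of these changes, and of those given for the other results, was not tested. Without a library, 1 mating type is left with a single library, so no count was made.

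The log2 fold change of hph kept its direction in every setting and lost significance only with no replicate block and the quasi-likelihood test together (5.01, FDR = 1.0, edgeR). That of mCherry passed an FDR of 0.05 with library size only (7.16) and with the 10 CPM filter in its 4 forms (8.59, 8.60 unrounded, 6.95 with library size only, 8.49 with stepwise dispersion estimates). That of MATa1 passed in the same settings (6.04, then 6.54, 6.54, 6.01 and 6.43). Without the replicate block the log2 fold changes were 5.87 for mCherry and 3.86 for MATa1. No model was fitted when a library was left out. The value was the log2 ratio of mean normalized CPM, without the replicate block. Means at or under the floor of 3 counts were set to that floor. This ratio ranged from 4.48 to 5.87 for hph, from 4.87 to 11.62 for mCherry and from 2.79 to 9.81 for MATa1. mCherry and MATa1 each have 0 reads in an α library, so the depth of that library limits how large a difference can be stated.

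Among 17 mating-type genes adjusted as a list, 1 passed in the main comparison. The number was 0 in the quasi-likelihood test, with no replicate block and with both, and 2 (HO and MFA2) with DESeq2, with library size only, with at least 10 counts in every library and with library size only added to the 10 CPM filter. The adjusted p of HO over the list was under 0.05 in 6 of 9 alternatives and ranged from 3.47e-06 in DESeq2 to 0.275 in the quasi-likelihood test of edgeR without the block.

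The number of genes differing between replicates was within 1.5 times of 1604 in 3 of 4 alternatives and 2706 with DESeq2. The correlation of a and α spores was 0.926 with a pseudocount of 0.1 and otherwise stayed near the main value of 0.956. The difference in expression between intron-containing genes with and without retention and the level of hph in α spores changed by less than their spread under the alternatives. With only the longest intron of each gene, the medians with and without retention went from 99 in both groups to 111 and 99 nucleotides, and the shortest intron with retention from 56 to 63 (permutation test, p = 0.67).

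The sign of 6 genes reversed under alternatives that kept all libraries. STE3, at 0.41 in the main comparison, was -0.0517 without the replicate block and -0.0519 with the quasi-likelihood test in addition. AGA2 was 0.0643 without the replicate block in both tests, 0.0360 with library size only under both filters, 0.000225 with all genes with at least 1 count, 0.000269 with at least 10 counts in every library and 0.18 in the counts of Table S1. RRN5 was 0.41 and YJL070C -0.20 without the replicate block in both tests. YKL050C was 0.0297 with library size only and 0.0298 with the 10 CPM filter in addition. FRE7 was -0.00674 in the counts of Table S1. Library size only also moved the median log2 fold change of all genes, from 0.0213 to 0.0574. The reversals of AGA2 and YKL050C in that setting therefore follow a shift shared by all genes and say nothing about these genes. In 11 further comparisons a gene other than hph, mCherry and MATa1 passed the FDR only under an alternative. In 430 of 457 comparisons that kept all libraries, the sign and the side of the FDR of 0.05 stayed the same. Most of these genes were far above that FDR in the main comparison, and those with another prior count kept its FDR. The count therefore says little about robustness. In 128 comparisons that each left out a library, 48 values moved by more than the spread between replicates. Left out in this way, without the replicate block, a library changed the sign of 16 of 35 named genes, among them GPD1 (0.43, ranging from -0.40 to 1.26), MFα1 (0.78, from -0.02 to 1.46), PCL2 (0.63, from -0.55 to 1.85), FAR1 (0.33, from -0.19 to 0.87), LAP2 (-0.52, from -1.13 to 0.07) and STE3 (from -0.81 to 1.65). These values leave out the pairing, so that the difference between replicates enters them. Paired within replicates, GPD1 was 0.45 and 0.41. With DESeq2 and the replicate block it was 0.41 with an FDR of 0.0307. In the main comparison its unadjusted p was 0.0797 (edgeR's likelihood ratio test).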

Differences from the paper's values

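The paper's number of transcripts that differ between a and α spores is 4, and the main comparison gave 1. Of the alternatives set before the data were examined, library size only gave 5, within 1.5 times of the paper's number, but 2 of these transcripts, RRT15 and RPS29A, are not among the paper's; the others were hph, mCherry and MATa1. The remaining alternatives gave 1, except DESeq2 with 222 and no replicate block with the quasi-likelihood test with 0. With the 10 CPM filter, chosen after seeing the values, 5 transcripts passed, rounded or not, and these were hph, YDR170W-A, YAR064W, mCherry and MATa1. Adding library size only to that filter gave 9, with the same 5 among them, and adding stepwise dispersion estimates gave 3 (hph, mCherry and MATa1). Both were also chosen after seeing the values. The paper's Table S1 itself lists 5 transcripts with an FDR under 0.05.

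For mCherry the paper's FDR is 0.042 and the main comparison gave 0.121 (edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). Library size only brought it under 0.05, and the other alternatives set before the data were examined that kept the gene did not, with values from 0.0661 to 1.0. The filter of at least 10 counts in every library removes mCherry, MATa1, YAR064W and YDR170W-A, so that it gives no value for them. For MATa1 the paper's FDR is 0.0437 and the main comparison gave 0.121, and the same holds for its alternatives. For YAR064W the paper's FDR is 0.042 and the main comparison gave 0.280. DESeq2 brought it to 2.8e-04, and the other alternatives that kept the gene gave 0.0661 to 1.0. For YDR170W-A the paper's FDR is 0.0297 and the main comparison gave 0.280. DESeq2 brought it to 6.2e-04, and the others that kept the gene gave 0.0563 to 1.0. For all of these, the 10 CPM filter, chosen after seeing the values, brought the FDR under 0.05, rounded or not and also with library size only in addition. With stepwise dispersion estimates in addition, also chosen after seeing the values, the FDR of mCherry and of MATa1 was 0.012 in edgeR, and that of YAR064W and YDR170W-A stayed above 0.05.

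The paper states that mCherry transcripts were found only in a spores, and the deposited counts hold 552 mCherry reads in α replicate 1. The paper describes MFα1 as equally abundant in both populations, and its log2 ratio was -0.44 in replicate 1 and 2.00 in replicate 2. The paper states that the median intron is longer in genes with retained introns (the paper's 99 against the paper's 96), and the annotation used here gives 99 nucleotides in both groups. Reads on YKL177W are shown in Fig. 4a, and the deposited counts list it at 0 in every library.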

Other observations

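The tests on carry-over, HO, strand, overlapping genes and a-specific against α-specific genes were chosen after related values had been seen.

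Reads of hph in α spores were 4.96% of the a level in replicate 1 and 1.56% in replicate 2. If a spores carried over in the α sort were the source, mCherry and MATa1 would show the same percentages. In replicate 1, mCherry had 552 reads in α spores where 475 would follow from hph, a ratio of 1.16, but MATa1 had 0 where 64 would follow, a ratio of 0.0. In replicate 2, mCherry had 0 where 207 would follow, a ratio of 0.0, and MATa1 had 218 where 37.5 would follow, a ratio of 5.81. The variance-to-mean ratio between a and α libraries at low expression was 212.7 in replicate 1 and 237.8 in replicate 2. At that noise, a comparison chosen after the result was seen, mCherry deviated from the expected reads by 0.243 SD in replicate 1 and -0.933 SD in replicate 2, and MATa1 by -0.549 SD and 1.91 SD. Counts this low therefore neither show nor exclude carry-over at the hph rate.

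HO was the mating-type gene with the smallest p. In the paper's Table S1 counts, HO had 609 and 1058 counts in a spores and 127 and 111 in α spores, a log2 fold change of 2.81 against 1.46 in the deposited counts. Its p was the smallest of the 1722 genes tested there, with 0 genes past an FDR of 0.05 and 85 at an unadjusted p under 0.05. The difference was larger in those counts. Those counts differ between IME4 and RME2, which overlap on opposite strands, as counts by strand would. If they are also by strand at HO, reads from the other strand do not account for its difference. With 2 replicates, sampling noise was not excluded, and HO adjusted over 17 genes did not pass in the quasi-likelihood test (0.0817).

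The ratio of Table S1 counts to 0.5 of the deposited reads was examined as a measure of antisense reads. It was 44.3% for HO, 36.2% for MFα2, 93.8% for AGA2 and 110% for DDR2, against 4.11% for FRE7, 90.0% for PCL2, 101% for RPS26A and 146% for SNT2 among the control genes that could be read. The 4 antisense genes and 4 control genes did not differ (two-sided exact permutation test, p = 0.69; the smallest p possible is 0.029), with so few genes that FRE7 alone weighs heavily. Over the 1598 genes with enough reads the median was 101%, and 2.82% of genes were lower than HO and 2.32% lower than MFα2. The group test therefore does not rule out reads from the other strand at HO and MFα2. The low value of FRE7, where Table S1 lists 2, 77, 2 and 80 counts, stands apart from the paper's use of it as a control and was not followed up.

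IME4 (YGL192W) and RME2, a gene on the opposite strand that contains it, are listed at 0 in all 4 libraries of the deposited counts. In the paper's Table S1 counts, RME2 has 6559 and 5570 in a spores and 8413 and 4976 in α spores, and IME4 has 258, 142, 39 and 2. These genes were chosen after their values were seen. Of 95 genes with at least 95% of their length inside another gene, 78.9% are listed at 0 in every library, against 1.1% of 5993 others (Fisher's exact test, p = 1.1e-113), which is consistent with reads over overlapping genes having been left uncounted. Those listed at 0 cannot be assessed in the deposited counts.

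Genes known as a-specific (MFA1, MFA2, STE2, BAR1, ASG7 and AGA2) had a mean log2 fold change of 0.95 ± 0.678 (SD, n = 6 genes) and α-specific genes (STE3, MFα1, MFα2, SAG1 and AFB1) 0.211 ± 0.449 (SD, n = 5 genes). The difference was 0.776 in replicate 1 and 0.692 in replicate 2. It did not pass a two-sided exact permutation test (p = 0.061). This result depends on the list, and all 3 lists tried were chosen after the values were seen. With MATα1 and MATα2 added to the α-specific genes, the α mean was -0.207 ± 0.888 (SD, n = 7 genes) and the difference 1.16 (exact permutation test, p = 0.016). With MATa1 also added to the a-specific genes, the difference was 1.96 (exact permutation test, p = 0.0082). The counts of MATα1 and MATα2 are uncertain because their sequences are identical to those at HML, and genes are not independent replicates. Whether residual mating-type-specific transcripts are present in spores is therefore left open.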
